A study of Mus musculus with 15 samples. Its data were reported in "CXCR2 expression during melanoma tumorigenesis controls transcriptional programs that facilitate tumor growth" (2023).

How the data were processed

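Bulk RNA sequencing was performed by the authors on total RNA of mouse skin tumors induced in tyrosinase-expressing cells by mutant Braf and loss of Pten, labelled either as having intact Cxcr2 (Cxcr2WT, 7 libraries) or as having Cxcr2 deleted in the same cells (Cxcr2-/-, named Cxcr2KO by its label here, 8 libraries). The level of Cxcr2 itself goes against these labels. Per the labels, adapters were trimmed with cutadapt, reads were aligned with STAR to the mm10 genome, and DESeq2 was used, with no versions stated. The deposited values were whole-number read counts per gene and library, not normalized. The counting program, its strand setting, its treatment of reads with several matches and the annotation release were not given in the labels or the main text, and the supplement that may hold them was not available. Genes that overlap on opposite strands and near-identical copies therefore cannot be separated with certainty. The deposited table held 32440 genes with at least 1 count, each with its gene symbol, coordinates and biotype. Of the gene identifiers, 99.7% were found in GENCODE release M21, and 99.3% of these had the same coordinates there.

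Library totals ran from 56929008 to 108524900 counts. A count of 0 in the smallest library labelled Cxcr2WT allows a level of up to 0.0527 CPM (counts scaled by library total, and elsewhere also by the TMM factor), taking 3 counts as the floor. Folds against a group at 0 in all of its libraries were computed against this floor in the smallest library of that group and are lower bounds. Such bounds cover counting error only, because reads without molecular identifiers are not independent molecules.

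The comparison, the rule for naming genes and 40 gene lists were fixed before the data were examined. Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 2 groups, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was run on all 15 libraries with no covariate. Tests were two-sided, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Genes were also counted at the study's thresholds, a log2 fold change over 2 or under -2 with p under 0.05, with adjusted and with unadjusted p. All log2 fold changes are of libraries labelled Cxcr2KO over libraries labelled Cxcr2WT. Standard errors (SE) were derived from the log2 fold change and the quasi-likelihood F statistic, since the test returns none itself. The level of Cxcr2 was also compared by an exact permutation test of mean log2 CPM (prior count of 2), two-sided, over all splits of the libraries.

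Gene lists covered the engineered loci, pathways, cell types and skin structures. Lists with at least 3 genes kept by the filter were tested with camera (limma 3.58.1) with a preset correlation of 0.01 between genes, adjusted over the 40 lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move one way on balance without comparing them with other genes, were run beside it. A list score was computed per library as the mean over members of log2 CPM centered on each gene, and group means were compared by an exact permutation test. Members past the threshold were counted over all genes tested and adjusted over the list alone.

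The genes named are Cxcr2, Pten and Braf, the genes the study named for these tumors, the 12 largest rises and the 12 largest falls among called genes with an average log2 CPM of at least 1, and examples from the 4 genes with the smallest p in each list. The large changes had to be shared by at least 7 of the 8 libraries labelled Cxcr2KO and 6 of the 7 labelled Cxcr2WT, and predicted genes with no symbol of their own were left out. Genes named outside this rule are said to be chosen after their values were seen.

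Libraries were compared with each other by the standard deviation over genes of their log2 CPM ratio. Because this grouped the libraries labelled Cxcr2KO into 4 close pairs, mean CPM and SD are given over 7 libraries for Cxcr2WT and over 4 pair means for Cxcr2KO. The usage of 90 immunoglobulin V genes with at least 20 counts was correlated between libraries on log CPM with a pseudocount of 0.05. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for preparation and plots.

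The edgeR procedure was tested on simulated counts with known changes. With 15 libraries and 18642 genes tested, it recovered 53.7% of genes changed 1.5-fold, 64.2% of those changed 2-fold and 83.3% of those changed 4-fold, and it called 9 of 18964 unchanged genes. With 4 single libraries labelled Cxcr2KO against 7 and 18897 genes tested, it recovered 37.3%, 52.2% and 74.2%. The test first required more than 90% of 4-fold changes, which was not met, and this bound was lowered to 70% after the recovery was seen. Summed pairs were not simulated. The simulated libraries were drawn independently, with 66 or 67 genes changed at each fold. Recovery and false calls were therefore not measured for closely related libraries or for a change in most genes.

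Alternatives fixed before the data were examined were DESeq2 1.42.0, limma-voom with and without library weights, RLE and upper-quartile scaling, TMM factors without skin, muscle, fat and blood genes, no filter and a stricter filter (at least 1 CPM in 7 libraries), a replicate block by either numbering in the labels, the basal keratinocyte or skeletal muscle score as a covariate, median list scores and each library left out in turn. Both scores separated the labels completely, the basal score at -2.03 to -1.31 in Cxcr2WT and 0.95 to 1.98 in Cxcr2KO. A fit with either covariate therefore cannot tell tissue share from label, and lost calls or turned signs in it do not name a cause. A further 5 alternatives were added after the data were seen. They summed the 4 close pairs, summed the pairs and the 6 closely linked Cxcr2WT libraries, summed the pairs and all Cxcr2WT libraries, or left out either the 4 libraries labelled Cxcr2KO with both Xist and Y-linked reads or the other 4. No deposited sample was left out of the comparison.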

Results

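Gene expression was profiled by bulk RNA sequencing of whole melanoma tumors from mice in which tamoxifen-activated Cre recombinase, driven by the tyrosinase promoter, switched on mutant Braf and removed Pten in melanocytes. The libraries fell into 7 labelled Cxcr2WT, for mice with intact Cxcr2, and 8 labelled Cxcr2KO, for mice in which the same Cre should also remove Cxcr2. The level of Cxcr2 goes against these labels, as described below for the target. Total counts per library were 56929008 to 108524900 for Cxcr2WT and 66437271 to 88236987 for Cxcr2KO. Reads of 21928 to 22499 genes were detected in the libraries labelled Cxcr2WT and of 23028 to 24143 in those labelled Cxcr2KO. Mitochondrial transcripts took 2.05% to 2.41% of counts in Cxcr2WT and 1.66% to 2.14% in Cxcr2KO. The 10 most abundant genes took 7.96% to 8.70% and 6.49% to 8.03%. The first principal component held 83.7% of the variance.

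Sex-linked transcripts and the closeness of the libraries were examined before the genotypes were compared, since both bear on what the replicates are. Xist, the RNA that coats the inactive X chromosome in female cells, was at 117 ± 9.09 CPM (SD) in the 7 libraries labelled Cxcr2WT, and Y-linked reads were at 0 there except for Ddx3y in replicate 3 (0.247 CPM). Libraries 1, 2, 6 and 7 labelled Cxcr2KO had high Y-linked levels and at most 1.86% of the Xist level of Cxcr2WT. Libraries 3, 4, 5 and 8 held both, with 15.9% to 24.4% of the Y-linked level of the former 4 and 61.1% to 110% of the Xist level of Cxcr2WT. The Y-linked level thus separated the labels completely. A part of sex therefore cannot be told apart from the label in any comparison below. Of the 5 sex-linked genes, 4 rose and Xist was not called (log2 fold change -1.24, adjusted p = 0.28). Their median log2 fold change was at least 8.16 with the genes unread in Cxcr2WT at their bounds. Xist was called lower under limma-voom (-4.42), with the muscle score as a covariate (-13.52) and with the 4 mixed libraries left out (-6.77), but higher with the basal keratinocyte score as a covariate (16.79, adjusted p = 0.015). The list passed camera (adjusted p = 0.023) but not with an estimated correlation (adjusted p = 0.30 with an estimated correlation), and adjusted over the list alone the counts were the same. Xist was chosen for description after its values were seen.

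The libraries labelled Cxcr2KO fell into 4 close pairs, 1 and 7, 2 and 6, 3 and 8, and 4 and 5. The standard deviation of the log2 ratio over genes was 0.129 to 0.138 within these pairs and 0.320 to 0.659 between other libraries labelled Cxcr2KO. It was 0.137 to 0.302 between libraries labelled Cxcr2WT and 0.930 to 1.47 between the genotypes. Every p-value below, other than those of camera, measures only the spread between these libraries, which may be partly technical. Camera compares the members of a list with other genes, and with its preset correlation it takes genes as almost independent of each other. With the pairs summed to 4 samples and all Cxcr2WT libraries summed to 1, an alternative added after the data were seen, 3986 genes were changed rather than 13050.

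**Figure D1:**
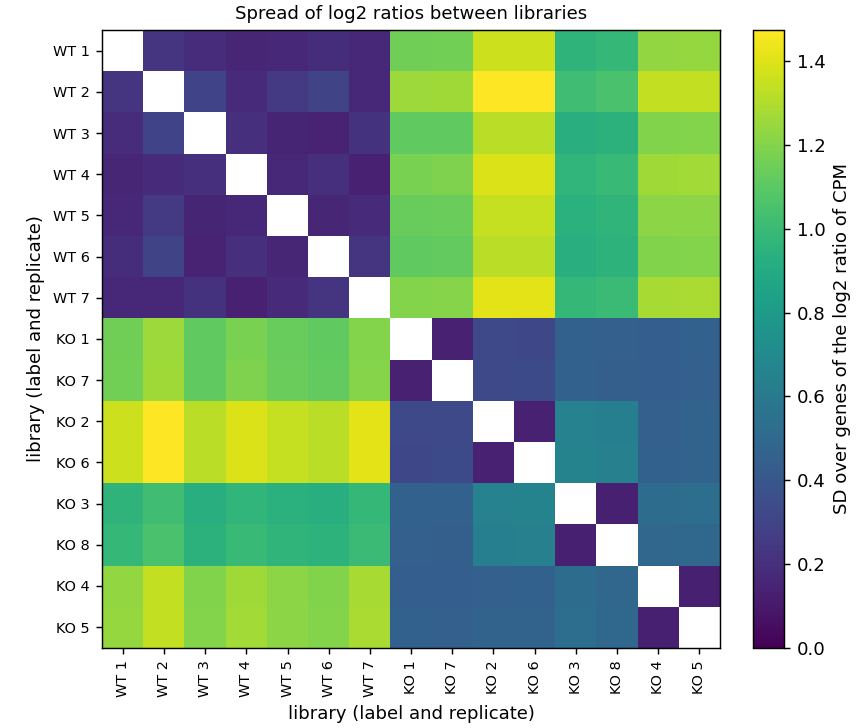
Standard deviation over genes of the log2 CPM ratio for each pair of libraries, named by label and replicate (color scale without unit, darker for closer libraries). The 4 pairs of libraries labelled Cxcr2KO lie at 0.129 to 0.138, and pairs across genotypes at 0.930 to 1.47.

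The targeted gene was examined first, because the comparison asks what loss of this receptor in melanocytes changes. Cxcr2, the receptor for neutrophil-attracting chemokines (ENSMUSG00000026180.8, mm10 chromosome 1, 74153989 to 74161246), was higher in the libraries labelled Cxcr2KO, which goes against the label. Its level was 0.367 ± 0.145 CPM (SD, n = 7 libraries) in Cxcr2WT and 5.58 ± 2.26 CPM (SD, n = 4 pair means) in Cxcr2KO, from 10 to 41 and 241 to 584 counts per library. The log2 fold change was 3.92 ± 0.31 (SE), with an adjusted p of 8.8e-09 in edgeR's quasi-likelihood test. The exact two-sided permutation test over 6435 splits gave p = 1.6e-04, the smallest it can give, and with the pairs averaged it gave p = 0.003 over 330 splits, again the smallest possible. The labels therefore are not borne out by the target in whole-tumor RNA, and all directions below are between libraries as labelled. The counts cover the whole gene and not the deleted part alone, and other cells of the tumor keep the gene. With the basal keratinocyte score as a covariate, Cxcr2 was no longer past the threshold (log2 fold change 1.62, adjusted p = 0.34). This score and the muscle score each separated the labels completely. Lost calls and turned signs under either, here and below, therefore cannot tell tissue share from label.

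The other engineered loci changed little. Pten, the tumor suppressor phosphatase (ENSMUSG00000013663.7, chromosome 19, 32757497 to 32826160), was at 187 ± 11.3 CPM in Cxcr2WT (n = 7) and 175 ± 12.8 in Cxcr2KO (n = 4 pair means) and was not called (log2 fold change -0.10 ± 0.05, adjusted p = 0.11). It was called lower under DESeq2 (adjusted p = 0.031), limma-voom with weights, RLE (0.041) and upper-quartile scaling, the muscle covariate and some fits that left out libraries. Braf, the kinase mutated in these tumors (ENSMUSG00000002413.15, chromosome 6, 39603237 to 39725463), rose by 0.33 ± 0.09 (adjusted p = 0.0036), but not past the threshold under upper-quartile scaling (0.18, adjusted p = 0.076), with either tissue score as a covariate or with Cxcr2WT libraries summed. Over the 3 engineered loci, 2 rose and 0 fell, also adjusted over the list alone, and the list was not called by camera (adjusted p = 0.42).

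**Figure D2:**
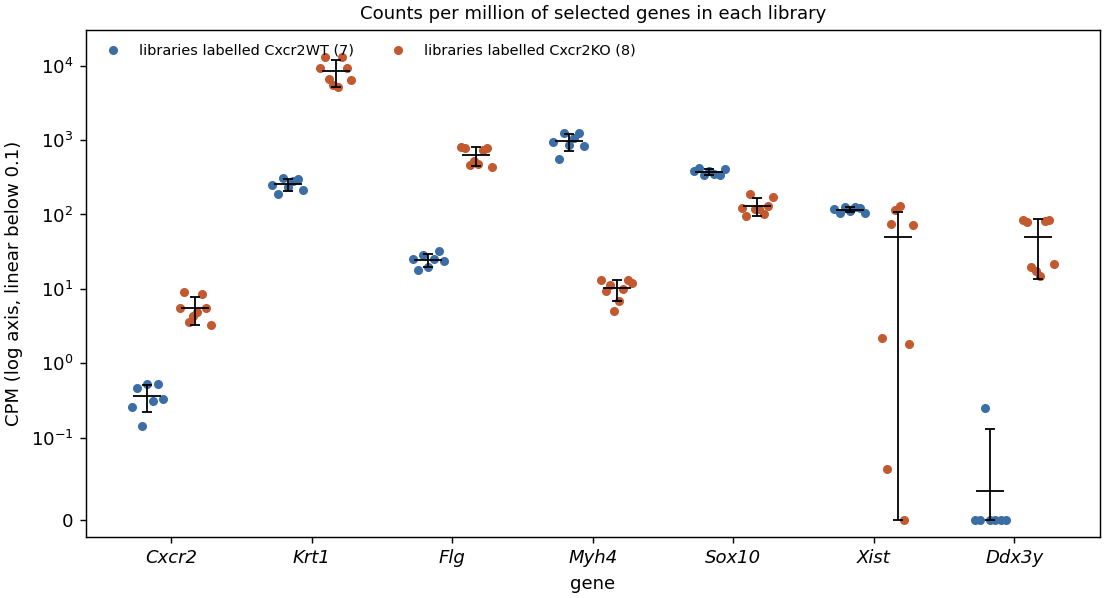
CPM of Cxcr2, Krt1, Flg, Myh4, Sox10, Xist and Ddx3y in each library (points; log axis, linear below 0.1), with mean and SD over 7 libraries labelled Cxcr2WT and over 4 pair means labelled Cxcr2KO (black). Cxcr2 lies at 0.367 ± 0.145 CPM in Cxcr2WT and at 5.58 ± 2.26 CPM in Cxcr2KO.

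Most of the transcriptome differed between the libraries labelled Cxcr2KO and Cxcr2WT, and the 12 largest rises held epidermal, hair and Y-linked genes among others, while 6 of the 12 largest falls were skeletal muscle genes. Of 19164 genes tested, 13050 (68.1%) changed, 6949 higher and 6101 lower in Cxcr2KO. At the study's thresholds 1871 genes were higher and 559 lower with adjusted p, and 1892 and 560 with unadjusted p. With the pairs summed, 12326 of 20322 genes changed, of which 12089 were shared with the first set in the same direction. Chil4, a chitinase-like protein of allergic inflammation, was read only in Cxcr2KO, at 121 ± 120 CPM (n = 4 pair means), at least 2297-fold higher. The 12 largest rises also held the Y-linked Eif2s3y, Uty, Kdm5d and Ddx3y. Among the others were the cornified envelope genes Sprr2a1, Sprr2a2 and Sprr2a3 (log2 fold change 8.93, 8.22 and 8.64), whose near-identical copies make the counts of each uncertain. Leaving out 1 library moved Sprr2a1 between 8.65 and 13.16, since only Cxcr2WT replicate 5 held reads of it (16 counts), and Sprr2a2 between 7.81 and 8.91. Ddx3y, read in a single Cxcr2WT library too, moved between 10.28 and 14.91, and Ang2 between 6.77 and 7.85. Krt6b (7.22), likewise close to Krt6a, is a keratin of hair follicle and wounded skin. Mmp13 (7.13) is a collagenase, Ang2 (0.0342 CPM in Cxcr2WT, 4.38 in Cxcr2KO) belongs to the ribonuclease family of angiogenins, and Krtap5-3 (6.72) encodes a hair keratin-associated protein.

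The largest falls were led by Igkv7-33, an immunoglobulin light-chain V gene at 7.25 ± 2.21 CPM in Cxcr2WT (n = 7) and unread in Cxcr2KO, at least 161-fold lower. Myh4, the fast myosin heavy chain, fell from 965 ± 253 to 10.1 ± 3.16 CPM (log2 fold change -6.58). The muscle genes Mylk4 (-4.53), Myh2 (-4.21), Myoz3 (-4.17), Dhrs7c (-3.97) and Mybpc2 (-3.83) fell as well. Also among the 12 were Cntn6 (-4.69), a neuronal adhesion molecule, Sfrp5 (-4.23), a secreted Wnt antagonist, Nsg2 (-3.93), a neuronal vesicle protein, and the imprinted noncoding RNAs Meg3 (-3.86) and Rian (-3.72). Of the genes here, Krtap5-3 was not past the threshold with all Cxcr2WT libraries summed (adjusted p = 0.060) or with the skeletal muscle score as a covariate, nor was Myoz3 with that score, nor Chil4 under limma-voom. Adding the basal keratinocyte score as a covariate left 2657 genes changed, and Chil4, the Y-linked genes, Sprr2a1, Sprr2a2, Krt6b, Mmp13, Meg3 and Rian were no longer past the threshold. The Y-linked genes are among those lost, so a lost call under this covariate does not mark a gene as epithelial.

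Genes of the skin epithelium rose together in the libraries labelled Cxcr2KO. All 29 differentiating keratinocyte and cornified envelope genes rose, with a median log2 fold change of 3.96. Krt1, a keratin of suprabasal epidermis, rose from 255 ± 45 to 8537 ± 3431 CPM, and Flg, the filaggrin precursor, from 24.7 ± 4.97 to 627 ± 175 CPM (n = 7 libraries and 4 pair means). The 14 basal keratinocyte markers all rose (median 3.25), with Sfn at 3.52, Krt17 at 2.93 and Krt6a at 4.81. The 23 hair follicle and hair shaft genes all rose (median 5.10), among them Tchh, the hair sheath protein trichohyalin (6.52), Krt33b (5.58) and Lgr5, a marker of follicle stem cells (3.19). Of 12 sebaceous gland genes, 11 rose and 0 fell (median 2.36), for example the wax synthase Awat1 (2.60) and the elongase Elovl3 (2.79). Adjusted over the list alone, these counts were the same. Camera called the 4 lists, with adjusted p = 1.7e-12 for the differentiating, 1.9e-06 for the basal, 3.1e-08 for the hair and 2.2e-04 for the sebaceous list. None held with an estimated correlation, at adjusted p = 0.30, 0.32, 0.37 and 0.37 with an estimated correlation. Tchh was not past the threshold with all Cxcr2WT libraries summed (adjusted p = 0.050), and with the basal keratinocyte score as a covariate Sfn, Krt17, Krt6a and Awat1 were not, Elovl3 turned to -0.18, and of the 4 lists camera called only the hair list.

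**Figure D3:**
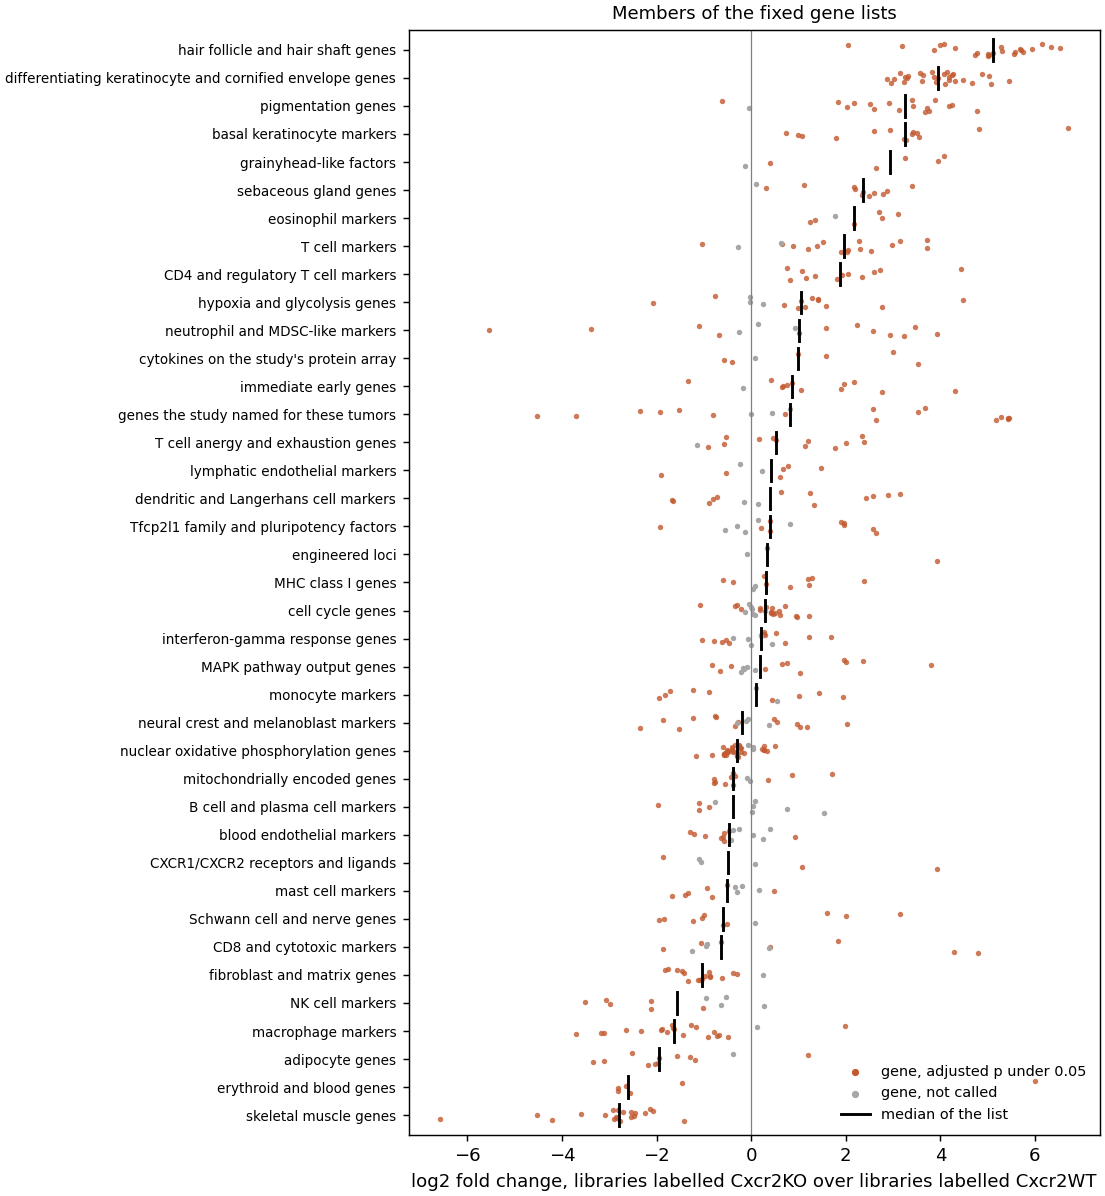
Log2 fold change of each tested member of the fixed gene lists (points; orange, adjusted p under 0.05; gray, not called), libraries labelled Cxcr2KO over those labelled Cxcr2WT, with the list median (black bar). The sex-linked list is not drawn. Hair genes have the highest median (5.10) and skeletal muscle genes the lowest (-2.79).

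Muscle, fat and connective tissue genes fell in the libraries labelled Cxcr2KO, where skin epithelial genes rose. All 20 skeletal muscle genes fell, with a median log2 fold change of -2.79. They include Myh4 and Myh2, given above, and Pygm, the muscle glycogen phosphorylase (-2.13). Of 12 adipocyte genes, 10 fell and 1 rose (median -1.95), with Lpl at -1.56, Car3 at -2.52 and Pparg, a regulator also active in sebaceous glands, at 1.19. Of 17 fibroblast and matrix genes, 16 fell and 0 rose (median -1.04), among them Sparc (-1.47) and Dpt (-1.56). Of 6 erythroid and blood genes, 5 fell and 1 rose (median -2.60), with Hbb-bs at -2.82, where near-identical globin copies leave each count uncertain. Adjusted over the list alone, all of these counts held. Camera called the muscle (adjusted p = 1.1e-07), adipocyte (0.0071) and fibroblast (5.5e-05) lists. The erythroid list just missed the threshold (0.052) and was called with the pairs summed (0.031), but not with an estimated correlation there (0.46). With an estimated correlation the adjusted p was 0.37, 0.37 and 0.42 for the 3 called lists. The basal keratinocyte score as a covariate turned the fibroblast list to a median of 0.67 and Hbb-bs to 1.36, and Lpl, Pparg, Sparc and the adipocyte list were not past the threshold. Under the skeletal muscle covariate Car3 and the adipocyte list were not called, nor was Hbb-bs with all Cxcr2WT libraries summed.

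Nerve and vessel genes moved both ways. Of 11 Schwann cell and nerve genes, 7 fell and 3 rose (median -0.59), with the myelin genes Cnp (-1.83) and Pmp22 (-1.94) lower and Ncmap (3.15) and Egr2 (21.3 CPM in Cxcr2WT, 85.2 in Cxcr2KO) higher. Of 15 blood endothelial markers, 8 fell (6 with the pairs summed) and 1 rose (median -0.48), with Eng at -1.21 and Flt1, a receptor for vascular endothelial growth factor, at 0.94. Of 8 lymphatic endothelial markers, 4 rose and 2 fell (median 0.42), with Lyve1 at -1.91, a gene that tissue macrophages also use, and Reln at 1.49. The counts adjusted over the list alone were equal to these. None of the 3 lists was called by camera (adjusted p = 0.31, 0.092 and 0.96). Eng, Flt1 and Reln were not past the threshold with all Cxcr2WT libraries summed (adjusted p = 0.088, 0.33 and 0.33), and Flt1 and Reln turned to -0.68 and -0.90 with the muscle covariate. Under the basal covariate Eng turned to 1.36 with the blood endothelial list (2.06), and Cnp, Pmp22 and Lyve1 were not past the threshold.

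The study tied loss of Cxcr2 to Tfcp2l1, a transcription factor of the grainyhead family, and to a group of tumor-suppressive, stemness and immune genes. For Tfcp2l1 its evidence also came from tumors and cultured melanoma lines treated with a CXCR1/CXCR2 antagonist, which were not examined here. Tfcp2l1 (ENSMUSG00000026380.10, chromosome 1, 118627945 to 118685168) was at 0.183 ± 0.118 CPM in Cxcr2WT (n = 7) and 1.15 ± 0.468 in Cxcr2KO (n = 4 pair means), a log2 fold change of 2.63 ± 0.43 (adjusted p = 4.2e-05). Of the 19 genes the study named for these tumors, 10 rose, 6 fell and 3 were not called in the libraries labelled Cxcr2KO. Adjusted over the list alone, 11 rose and 6 fell. The study chose this list on these samples, so it is not independent evidence of its direction. Tgm3, the transglutaminase of the cornified envelope (5.45), Gsdmc (5.43), which has near-identical copies, Adamts18 (5.42), Elf3, an epithelial Ets factor (5.27), and Tmprss11e (5.18) rose. Tyr, the pigment enzyme, rose by 3.67, Ccl20 by 3.53, Klf4 by 2.58 and Cd274, which encodes PD-L1, by 0.72. Mylk4, Fcna (-3.70), a lectin of macrophages, Foxd3 (-2.35), Esrrb (-1.93), Sox10 (-1.52) and Cd209a (-0.81), one of a family of close copies, fell. Hmga2 (0.81, adjusted p = 0.062), Cxcl10 (0.45, adjusted p = 0.10) and Cxcl9 (0.00, adjusted p = 0.99) were not called, and the sign for Cxcl9 differed between alternatives. Leaving out single libraries brought Hmga2 and Cxcl10 past the threshold in some fits (log2 fold changes 0.56 to 1.01 and 0.33 to 0.57). The list as a whole was not called (camera adjusted p = 0.25).

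Several of these genes are also expressed in skin epithelium or muscle, whose lists moved with the labels (medians 3.96 and -2.79). With the basal keratinocyte score as a covariate Tfcp2l1 (adjusted p = 0.17), Elf3, Cd274, Ccl20 (adjusted p = 0.32), Esrrb and Foxd3 were not past the threshold, Sox10 turned to 0.07 and Cd209a to 0.55, and with the muscle covariate Cd274 turned to -0.15 and Tfcp2l1 (adjusted p = 0.31) and Esrrb were not past it. Both scores separated the labels completely, so these losses do not tell a smaller fold from a larger error. The strict filter removed Tfcp2l1 and Esrrb. With all Cxcr2WT libraries summed, Tfcp2l1 (adjusted p = 0.075), Esrrb (0.054) and Cd274 (0.34) were not past the threshold.

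Related transcription factors rose more often than they fell in the libraries labelled Cxcr2KO. Of 6 grainyhead-like factors, which include Tfcp2l1, 5 rose and 0 fell (median 2.94), led by Grhl1 (3.94) and Grhl3 (4.07), regulators of epidermal barrier formation. The list was called by camera (adjusted p = 0.026) and not with an estimated correlation (adjusted p = 0.30 with an estimated correlation). Of 14 tested members of the Tfcp2l1 family and pluripotency list, 8 rose and 1 fell (median 0.40), with Myc at 1.95, Notch1 at 1.90 and Klf4 given above, and camera did not call it (adjusted p = 0.063). Neither count changed when adjusted over the list alone. Skin epithelium uses Grhl1, Grhl3, Klf4 and Notch1, and its lists rose in the same libraries (median 3.96 for differentiating keratinocytes). Grhl1, Grhl3 and the grainyhead list were not past the threshold with the basal keratinocyte score as a covariate, nor was the list with the strict filter.

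Pigment genes rose while neural crest markers split in the libraries labelled Cxcr2KO. Of 18 pigmentation genes, 16 rose and 1 fell (median 3.26). Tyrp1, an enzyme of melanin synthesis, rose from 1.52 ± 0.296 to 41.8 ± 19.8 CPM (n = 7 libraries and 4 pair means), and Cdh1 (3.40) and Gjb6 (3.88), which keratinocytes also express, rose too. Of 18 neural crest and melanoblast markers, 6 rose and 8 fell (median -0.19), with Foxd3 down (-2.35) and Tfap2a, which epidermis also uses, up (2.03). Both pairs of counts were the same adjusted over the list alone. Camera called the pigmentation list (adjusted p = 1.2e-04), which was lost with an estimated correlation (adjusted p = 0.30 with an estimated correlation), and did not call the neural crest list (0.49). Hair follicles hold pigment cells, and the hair list rose in the same libraries (median 5.10). Cdh1 and Tfap2a were not past the threshold with the basal keratinocyte score as a covariate.

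Genes of growth and metabolism moved both ways within each list. Of 25 cell cycle genes, 14 rose and 4 fell (median 0.28), with the proliferation marker Mki67 at 0.97, Top2a at 0.96 and E2f1 at -1.08. Of 16 genes of MAPK pathway output, 8 rose and 3 fell (median 0.18), with Myc at 1.95 and Epha2, an ephrin receptor, at 18.0 CPM in Cxcr2WT and 71.7 in Cxcr2KO. Of 35 nuclear oxidative phosphorylation genes, 26 fell and 6 rose (median -0.31), for example Ndufa2 (-1.16) and Cox6c (-0.59). Of 13 mitochondrially encoded genes, 8 fell and 3 rose (median -0.38), with mt-Nd6 at -0.79 and mt-Nd4 at -0.76. Of 15 hypoxia and glycolysis genes, 10 rose and 2 fell (median 1.05), with the glucose transporter Slc2a1 at 2.77, Egln3 at 4.47 and Adm at -2.07. Of 13 immediate early genes, whose level responds to handling of tissue, 11 rose and 1 fell (median 0.86), with Junb at 1.91 and Jun at 1.04. Adjusted over the list alone, 2 immediate early genes fell, and the other counts here were the same. Camera called the nuclear oxidative phosphorylation list only (adjusted p = 1.1e-04, and adjusted p = 0.53 with an estimated correlation). The adjusted p was 0.32 for cell cycle, 0.33 for MAPK output, and 0.052 for each of the mitochondrially encoded, hypoxia and immediate early lists, of which the hypoxia (0.041) and immediate early (0.034) lists were called with the pairs summed, but not with an estimated correlation there (0.49 and 0.58). The cell cycle list turned to a median of -0.87 with the basal keratinocyte score as a covariate, Mki67 and Top2a turning with it, and E2f1, mt-Nd4 and Adm were not past the threshold. Oxidative phosphorylation was not called with the skeletal muscle score as a covariate (median -0.07, adjusted p = 0.86), and Mki67, Top2a and Jun were not past the threshold with all Cxcr2WT libraries summed.

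T cell genes rose and NK cell genes fell in the libraries labelled Cxcr2KO. These changes cannot be assigned to genotype, since Y-linked reads separated the labels too and the level of Cxcr2 goes against them. Of 18 T cell markers, 15 rose and 1 fell (median 1.97). Cd3g, a subunit of the T cell receptor complex, rose from 1.54 ± 0.264 to 8.98 ± 2.68 CPM (n = 7 libraries and 4 pair means). Trbc2 rose by 2.29 and Bcl11b, which keratinocytes also express, by 3.15, while Thy1, also made by fibroblasts and nerve, fell (-1.04). All 12 CD4 and regulatory T cell markers rose (median 1.87), with Icos at 2.61, Il7r at 2.72 and Cd44, an adhesion receptor of many cell types, at 1.08. Of 11 CD8 and cytotoxic markers, 4 rose and 3 fell, with Cd8a at 4.79 and Cd8b1 at 4.29 against Gzmb at -1.87, and the median (-0.63) and the camera direction were negative while the mean was positive (0.45). With the pairs summed, 4 rose and only 1 fell. Of 13 T cell anergy and exhaustion genes, 9 rose and 3 fell (median 0.53), with Egr3 (2.38), Egr2 (given above), Cblb (1.19) and Ndfip1 (-0.54). Adjusted over the list alone, 4 of these fell, and the other counts were the same. Of 10 NK cell markers, 6 fell and 0 rose (median -1.56), with Klra7 at -3.07 and Ncr1 at -2.11. Of 10 B cell and plasma cell markers, 4 fell and 0 rose (median -0.38), with Ighm at -1.98.

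Camera called the T cell (adjusted p = 0.0022), CD4 (0.0021) and NK (0.040) lists, each at adjusted p = 0.30 with an estimated correlation. It did not call the CD8 (adjusted p = 0.92), anergy (0.18) and B cell (0.31) lists. The differentiating keratinocyte list, whose tissue holds T cells of its own, rose in the same libraries (median 3.96). Under the basal keratinocyte covariate the T cell and CD4 lists turned to medians of -0.06 and -0.10 and Trbc2 to -0.17 and Cd44 to -0.34, and the NK list, Cd3g, Bcl11b, Thy1, Icos, Il7r, Cd8b1, Gzmb, Cblb, Ndfip1, Klra7, Ncr1 and Ighm were not past the threshold. The NK list was also not called under upper-quartile scaling (adjusted p = 0.077), the strict filter or the muscle covariate, Ncr1 and Cd8a were not past the threshold with the muscle covariate, and Cd44 was not past the threshold with all Cxcr2WT libraries summed (adjusted p = 0.074).

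Macrophage genes fell and eosinophil genes rose in the libraries labelled Cxcr2KO. Of 21 macrophage markers, 19 fell and 1 rose (median -1.62). Fcna and Cd209f, genes of tissue-resident macrophages, fell from 35.5 ± 4.47 to 2.73 ± 0.905 CPM and from 78.9 ± 4.68 to 9.09 ± 2.74 CPM (n = 7 libraries and 4 pair means), and Cbr2 fell by 1.68 on the log2 scale. Of 7 eosinophil markers, 6 rose and 0 fell (median 2.17), with Ear2 at 3.10 and Ccr3 at 2.17. Of 15 neutrophil and MDSC-like markers, 8 rose and 4 fell (median 1.01), with Mmp9 at 2.57, Arg1 at 2.23, Cxcr2 given above and Ltf, a granule protein, at -3.38. Of 14 dendritic and Langerhans cell markers, 7 rose and 5 fell (median 0.40), with Cd207, the langerin of Langerhans cells, at 2.58, Ccl22 at 3.14 and Epcam, which hair follicle keratinocytes also express, at 2.89. Of 11 mast cell markers, 6 fell and 1 rose (median -0.50), with the chymase Cma1 at -1.68. Of 11 monocyte markers, 4 rose and 5 fell, with Spn at 1.44 and Plac8 at -1.94. Their median was 0.09, which turned negative under upper-quartile scaling (-0.06), and their mean (-0.19) and camera direction were negative. All counts were the same adjusted over the list alone.

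Camera called the macrophage (adjusted p = 2.2e-06) and eosinophil (0.017) lists, each at adjusted p = 0.30 with an estimated correlation, and not the neutrophil (0.39), dendritic cell (0.74), mast cell (0.053) and monocyte (0.64) lists, of which the mast cell list was called with the pairs summed (0.042), but not with an estimated correlation there (0.62). Langerhans cells live in epidermis and resident macrophages in dermis and muscle, and in the same libraries the differentiating keratinocyte list rose (median 3.96) and the muscle list fell (median -2.79). Under the basal keratinocyte covariate the macrophage list was not called (adjusted p = 0.32), Cd209f, Cbr2, Arg1, Ltf, Ccl22, Epcam and Spn were not past the threshold, and Mmp9 (-0.84), Cd207 (-1.58), Plac8 (1.29), Cma1 (0.73) and the mast cell list (1.91) turned. Ccr3, Mmp9, Arg1, Plac8 and Cd207 were not past the threshold with all Cxcr2WT libraries summed, nor Ccr3 and the eosinophil list with the muscle covariate (adjusted p = 0.34 for the list).

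Single cytokine and antigen presentation genes changed in both directions. Of 7 cytokines named from the study's protein arrays, 4 rose and 2 fell (median 0.999). Since the study chose them on tumors of this model they are not independent evidence. Ccl20, which attracts cells bearing Ccr6, was at 0.352 ± 0.236 CPM in Cxcr2WT (n = 7) and 4.0 ± 0.886 in Cxcr2KO (n = 4 pair means). Tnf (2.99), Il1b (1.58) and Vegfa (28.6 CPM in Cxcr2WT, 57.2 in Cxcr2KO) rose. The study named VEGF and TNFα from its array of antagonist-treated tumors rather than from that of knockout tumors. VEGF protein was markedly reduced and TNFα increased there, which is another comparison and another measure. Of 6 tested members of the list of CXCR1 and CXCR2 receptors and ligands, 2 rose, Cxcr2 itself and Cxcl1 (1.08). The 1 that fell was Pf4 (-1.85), a platelet and macrophage chemokine that the paper does not name among the ligands. The median (-0.49) and camera direction of the list were negative while the mean was positive (0.18). Of 18 interferon-gamma response genes, 8 rose and 5 fell (median 0.21), with Ciita at 1.68, Tap1 at 1.22 and Irf1 at -0.61. Of 11 MHC class I genes, 7 rose and 2 fell (median 0.31), with Nlrc5, an activator of this gene class, at 2.38. The counts adjusted over the list alone were the same. None of the 4 lists was called by camera (adjusted p = 0.42, 0.74, 0.78 and 0.15), although fry called the cytokine (2.1e-04), interferon-gamma (0.040) and MHC class I (4.7e-05) lists, while skin epithelial lists rose in the same libraries (median 3.96 for differentiating keratinocytes). With the basal keratinocyte score as a covariate Tap1 turned to -0.14 and Tnf, Vegfa, Cxcl1, Pf4, Ciita, Irf1 and Nlrc5 were not past the threshold, nor were Il1b, Cxcl1 and Irf1 with all Cxcr2WT libraries summed and Tnf, Il1b and Cxcl1 with the muscle covariate. Of 40 lists, camera called 16, fry called 35, the score test called 34, and camera with an estimated correlation called 0.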

Values the study reported

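The study described tumors from 7 mice with intact Cxcr2 and 8 mice with Cxcr2 deleted in melanocytes. By flow cytometry, about 30% of GFP-positive cells in the knockout tumors were still positive for the receptor, as against about 70% in tumors with the receptor. Mean tumor burden after 36 days was given as 271 ± 361 mm3 (n = 21) for knockout mice and 615 ± 609 mm3 (n = 24) for mice with the receptor. Its search for shared genes required a log2 fold change above 2 and a p-value below 0.05. For Tfcp2l1 it gave an FDR-adjusted p of 0.0000286 in these tumors, and a module membership score (kME) of 0.854 in a co-expression module of skin development. On a protein array of tumor lysates (n = 4 per genotype), CCL20 was given as 24-fold higher in the knockout.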

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

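The tests of a lower share of melanoma cells, of Cxcr2 against epithelium, neutrophils and exchanged labels, of 1 tumor per pair, of mixed male and female RNA and of sex alone were chosen only after the result was seen. The tests of scaling, of GC content and length, of immunoglobulin V gene usage and of other splits were written before their own values were seen, although the counts of Igkv7-33 and the names of 3 light-chain V genes had been seen. The further epithelial genes were chosen after the skin lists had been tested and before their own values were seen. Splits that keep the pairs together were added after the pairs and the real count had been seen.

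Among 355 groups of values, 16 held a library or pair mean whose gap to its nearest neighbor was large against the range of its group, and chance gives about 1 in 20 groups. In Cxcr2WT, replicate 1 stood apart in Tgm3 (2.65 CPM) and the mast cell score (0.491), and replicate 2 in Pten (210.2 CPM). Replicate 3 stood apart in Ddx3y (0.247 CPM) and the sex-linked score (-2.91), replicate 5 in Sprr2a1 (0.200 CPM, with the others at 0) and Trgv5 (0.188 CPM), and replicate 7 in Cd44 (98.6 CPM). Among the pairs labelled Cxcr2KO, replicates 2 and 6 stood apart in Gsdmc (292 CPM), Sprr2a2 (51.0 CPM) and the eosinophil score (0.604), and replicates 1 and 7 in Cxcl9 (2.45 CPM) and Myh2 (6.66 CPM). Replicates 4 and 5 stood apart in Krtap5-3 (10.1 CPM) and Esrrb (0.171 CPM), and replicates 3 and 8 in Ndfip1 (258 CPM).

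Of 100 splits of the 15 libraries into 7 and 8, the real one included, 1 changed as many genes as the real split (13050), and the highest other count was 8497. The group of 8 in that other split held 6 libraries labelled Cxcr2WT and 2 labelled Cxcr2KO, which parts the libraries nearly as the labels do. Another split of that make-up changed 4445 genes and the rest of that make-up changed 0, so the make-up alone does not account for the count. Most of the splits of the 15 libraries broke up the close pairs described below. With each pair summed and kept together, 1 of 100 splits of the 11 samples into 7 and 4, the real one, changed as many genes (12326), and the highest other count was 0. Chance assignment of the labels can be excluded as the source of the count if the 11 samples are independent. If the 7 libraries labelled Cxcr2WT come from 1 source, the 5 samples left allow too few splits to say.

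Where skin genes rose in the libraries labelled Cxcr2KO (median log2 fold change 3.87 over 78 genes of the 4 skin lists) and muscle genes fell (median -2.79), scaling as the whole cause is argued against by a lowest median of 3.72 over the scaling alternatives, and GC content and gene length by a difference of 4.06 between skin genes and genes matched on both and on level. A lower share of melanoma cells alone would raise the markers of every other cell type, but the highest median of the muscle, adipocyte, macrophage and fibroblast lists was -1.04. A lower share as a part of the difference was not tested. Sox10, which the paper used as a melanoma marker, fell (-1.61 to -1.46 with single libraries left out), while 16 of 18 pigmentation genes rose and 1 fell. Sex as the whole cause is argued against too, since the 4 libraries with both Xist and Y-linked reads showed a median of 0.838 of the change seen in the male-like ones (SD 0.529 over 98 skin and muscle genes), where their Y-linked share was at most 0.244. A larger share of skin epithelium in the sampled tissue may account for the skin genes, since 20 of 20 further epithelial genes (100%) rose, with a median of 3.40, all of them read in Cxcr2WT as well (4.27 to 348 CPM). An effect of genotype on the skin around the tumor, a part of sex or of a lower melanoma share in the difference, a change of expression within epithelial cells and a difference in how tumors were dissected were not tested and stay open.

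For the rise of Cxcr2 in the libraries labelled Cxcr2KO (3.92 on the log2 scale), the genes examined do not settle whether neutrophils were more abundant. Over 6 granule and receptor genes the median was -0.47 (SD 2.61 over genes), below the rise of Cxcr2. Only 2 of these averaged above 1 CPM, and they moved apart (Csf3r -0.69, Retnlg 1.01). Csf3r turned to 2.69 (adjusted p = 0.045) with the basal keratinocyte score as a covariate. S100a8 (3.23) and S100a9 (2.94), like Retnlg chosen after their values were seen, rose. More members of the fixed neutrophil list rose than fell, but Cxcr2, S100a8, S100a9 and Retnlg are members of it. That count is therefore not separate evidence. In replicates 4 and 5 labelled Cxcr2KO, S100a8 stayed at 848 and 670 counts, against 401 to 735 in Cxcr2WT, while Cxcr2 was at 328 and 373. By flow cytometry the study found fewer MDSC-like cells in knockout tumors. Transcripts of skin epithelium stay a candidate explanation. Subtracting the differentiating keratinocyte score left a difference of -0.0415 (exact permutation p = 0.90) and subtracting the basal score left 0.898 (exact permutation p = 0.0028). Any gene with a rise near that of a score would leave as little, so these remainders do not show which cells made the Cxcr2 transcripts. Exchanged genotype labels cannot be told apart from epithelial transcripts by the same remainder of 0.898. Such transcripts would mask a deletion in melanocytes in either group, and counts are given per gene and not per exon. The study's flow cytometry of the receptor and its protein array of CCL20, whose mRNA rose here too, run the way the labels say but do not show how these libraries were labelled. On the same array the protein of Il1b was slightly lower in knockout tumors, whereas its mRNA rose here.

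The libraries labelled Cxcr2KO formed 4 close pairs, and 4 libraries held both Xist and Y-linked reads. Sequencing of 1 tumor as 2 libraries may explain the pairs, as sex-linked levels differed within a pair by at most 1.32 times where they were above 1 CPM. The spread within the pairs (0.129 to 0.138) was below that between other libraries labelled Cxcr2KO (0.320 to 0.659), but the pairs were picked by this spread. Libraries labelled Cxcr2WT came as close as 0.137. RNA of male and female tissue in 1 library may explain the mixed reads, because the Y-linked and Xist shares summed to between 0.848 and 1.26. A single source for all 7 libraries labelled Cxcr2WT may also hold, since their immunoglobulin V gene usage, correlated across genes that are not independent replicates, gave r = 0.687 to 0.854, as against 0.571 to 0.823 within the close pairs, 0.0645 to 0.409 between other libraries labelled Cxcr2KO and -0.071 to 0.254 between genotypes. Litters kept together, V gene variants shared by a breeding line and antibody clones common to many mice stay open.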

How the results depend on the processing

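The 5 alternatives that sum libraries or leave out 4 of them were chosen after seeing the data. For the counts of genes and lists and the Cxcr2 level, each value stayed within 1.5 times and on its side of the threshold under DESeq2, limma-voom with and without weights, RLE and upper-quartile scaling, TMM without tissue genes, the pairs summed, the libraries with Y reads and almost no Xist left out, the replicate block, and each library left out in turn. Upper-quartile scaling moved the median log2 fold change of all genes from 0.04 to -0.11 and the share of calls that were higher from 53.2% to 43.6%. Of 138 named genes, 138 kept their call with the pairs summed, 131 with the linked Cxcr2WT libraries summed too and 110 with all Cxcr2WT libraries summed.

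Fewer or more genes tested account for the values without a filter, where 4352 genes (3208 higher, 1144 lower) passed the study's thresholds, and with the strict filter, where 334 were lower. The list score of CXCR1/CXCR2 receptors and ligands turned to 1.02 with the strict filter, which kept fewer members. The strict filter gave no value for Tfcp2l1, Esrrb, Cd8b1, Klra7, Ltf, Ncr1 and Trgv5.

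The basal keratinocyte score, which separates the genotypes, left 2657 genes changed (1581 higher, 1076 lower), 1002 past the study's thresholds (696 higher, 306 lower), 10 lists called and Cxcr2 at 1.62 (adjusted p = 0.34; over the other alternatives the adjusted p lay between 8.2e-41 and 0.025). It turned Cd209a (0.55), Sox10 (0.0714), Xist (16.79), Elovl3 (-0.18), Hbb-bs (1.36), Trbc2 (-0.17), Cd44 (-0.34), Mmp9 (-0.84), Plac8 (1.29), Cd207 (-1.58), Cma1 (0.73), Tap1 (-0.14), Eng (1.36), Mki67 (-0.56), Top2a (-0.96), Trdc (-0.80) and Csf3r (2.69). It also turned the lists of cell cycle genes (-0.87), T cell markers (-0.0562), CD4 T cells (-0.10), mast cells (1.91), blood endothelium (2.06), fibroblasts (0.67) and sebaceous glands (-0.18), and the basal list itself (-0.0733) by construction. The skeletal muscle score left 3721 genes past the study's thresholds, 1617 of them lower, turned Cd274 (-0.15), Flt1 (-0.68), Reln (-0.90) and Retnlg (-1.03), and by construction the muscle list (0.67). Since both scores separate the labels completely, neither fit can tell tissue share from label. For the other values under both scores, the cause was not tested.

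Summing samples leaves fewer of them. With the linked Cxcr2WT libraries summed (4 samples against 2), 3753 genes were lower and 0 list scores were called. With all summed (4 against 1, the lone sample assumed to vary like the others), 3986 genes were changed (2192 higher, 1794 lower), 1534 passed the study's thresholds (1213 higher, 321 lower) and 0 list scores were called, since so few splits cannot reach the threshold. The neutrophil list score turned to -0.29 there, and the cause was not tested. Without the libraries holding both Xist and Y reads, 926 genes were lower past the study's thresholds, and the cause was not tested. Camera with an estimated correlation called 0 lists and fry, which tests another hypothesis, 35.

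With the replicate block, 12694 genes were changed by the numbering in the titles and 12303 by that in the descriptions. Deviations of same-numbered libraries correlated at -0.296 to 0.202, over 0.1 in 1 of 7 pairs, so no pairing by number was seen. Pairing is not excluded, because libraries of 1 label may share a source and their deviations may be largely technical. Neither block ended a call among the named genes, and Cxcr2 was at 4.03 and 3.84. Leaving out single libraries changed calls only for Cxcl10 (0.33 to 0.57), Hmga2 (0.56 to 1.01), Trac (0.48 to 0.79) and Pten (-0.12 to -0.07) among named genes. Depth limits genes near 0.0527 CPM, such as Tfcp2l1, Trgv5 and Cd8b1 in Cxcr2WT, where a few counts set the fold.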

Other observations

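Genes of the T cell type that resides in mouse epidermis rose in the libraries labelled Cxcr2KO, in genes chosen after their values were seen. Trgv5 and Trdv4 encode the variable segments of the receptor of dendritic epidermal T cells. Trgv5 was at 0.0437 ± 0.0696 CPM in Cxcr2WT (SD, n = 7) and 0.932 ± 0.433 in Cxcr2KO (SD, n = 4 pair means), a log2 fold change of 4.39 ± 0.82 (edgeR adjusted p = 1.6e-04, and 4.13 to 5.58 with single libraries left out). Trdv4 rose by 1.62, from 1.19 ± 0.324 to 3.65 ± 0.819 CPM, and the constant segments Trdc and Trgc1 by 1.90 and 2.19. Trac, the constant segment of the alpha-beta receptor, was not called (0.64, adjusted p = 0.071). The skin lists rose in the same libraries, with a median of 3.96 for differentiating keratinocytes. With the basal keratinocyte score as a covariate Trgv5, Trdv4 and Trgc1 were not past the threshold and Trdc turned to -0.80, and with all Cxcr2WT libraries summed Trdc and Trgc1 were not past it.

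Some genes were read in every library of one label, with at least 10 counts, and at 0 in every library of the other, and these too were chosen after their values were seen. In the libraries labelled Cxcr2KO only, they were 11 autosomal and 4 Y-linked genes, among them Dkk1, a secreted Wnt antagonist, Crisp3, Defb4, Scgb1b27, Gsdmc3 and H2-Q2. In the libraries labelled Cxcr2WT only, they were the light-chain V genes Igkv7-33, Igkv4-86 and Igkv3-4 and the noncoding RNA 2310016D23Rik. Immunoglobulin V genes together were at 27.3 ± 6.45 CPM in Cxcr2WT (n = 7) and 8.79 ± 4.76 in Cxcr2KO (n = 4 pair means).

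Ccl20 mRNA was 11.5-fold higher in the libraries labelled Cxcr2KO. That is lower than the protein change quoted from the study above, which is another measure.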
